A study of Mus musculus with 19 samples. Its data were reported in "Transcriptional and Chromatin Accessibility Profiling of Neural Stem Cells Differentiating into Astrocytes Reveal Dynamic Signatures Affected under Inflammatory Conditions" (2023).

How the data were processed

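ATAC-seq libraries of mouse NSPs and of cells differentiating from them were analysed. The NSPs came from the ventricular zone of C57BL/6J embryos at embryonic day 14. Differentiation was induced in serum-containing medium without or with TNF at 50 ng/ml. All 19 libraries were placed in a group by their sample titles. The groups were NSPs (3 libraries), 24 h (3), 24 h with TNF (3), 72 h (3), 72 h with TNF (3) and 1 week (4).

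According to the methods of the study, the authors trimmed reads with Trim Galore, aligned them with Bowtie2, removed mitochondrial reads with samtools, called peaks with MACS, removed blacklisted regions, annotated peaks with HOMER and tested differential accessibility with DiffBind. Versions of these tools and the genome build were not stated. Nor were the treatment of duplicates, the shift of reads for the transposase and the normalisation of the table. If reads were not shifted, each cut lies a few bases off, a small distance against windows of 500 bp. The deposited table holds a signal per peak and library, which the authors made from reads in peaks. It lists 90154 peaks, 89898 of them 500 bp long. No peaks overlapped. In each library, 100% of the values were whole multiples of the lowest value, so the table holds reads divided by a size factor per library, with no value under 1 read. The size factors so recovered differed from median-ratio size factors of the same reads by an SD of 1.30% on the log scale. The value of a read differed between libraries, and reads in peaks ranged from 9640256 to 39349111. Among values of 2 to 20 reads, 61.8% were odd, so the recovered numbers may not be single independent reads, and the depths describe the table rather than the number of DNA fragments.

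The planned test was for raw counts. Because the values had been normalised, the planned fallback for such values was used instead. Each value was transformed as log2(value + 1), and limma-trend (limma 3.58.1, R 4.3.3) was fitted to all 19 libraries with a mean per group and no covariate. Fold changes are on this scale, which understates changes of low peaks. Peaks entered the tests if edgeR's filterByExpr kept their recovered reads with a minimum count of 10, which kept 88919 peaks and left out 1235. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the peaks kept, and a call is an adjusted p under 0.05. There were 9 comparisons, of which the last was the interaction of TNF with time. The design, the main alternatives, the gene lists and the rule for named peaks were set before the data were examined. The split of calls by gene ends and the gene-end offset were added after the values had been seen. Settings added later are identified as such in the account of how the results depend on the processing.

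Positions are given as in the deposited table. The table names no genome build. Gene ends came from a RefSeq gene table of assembly GRCm38.p6. Of its 21887 protein-coding genes, 59.8% had a peak centre within 1 kb of an end, against 18.7% after a shift of all gene ends by 10 kb, and the scaffold names of the peaks were those of the same assembly. The gene table has no strand and no transcripts, so the planned use of transcription start sites was replaced by either end of a gene, and exons, introns and untranslated regions were not assigned. No genome sequence was used, so the planned motif tests were not run and a bias with GC content was not tested.

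The peaks named in the text followed a fixed rule. They are the closest gene-end peak of each of 22 genes the study named and, for 24 h against NSPs and for TNF at 24 h and at 72 h, the 3 peaks in each direction with the smallest p-value among calls whose libraries did not overlap between the groups. Non-overlap of 3 against 3 libraries arises by chance at 10% of peaks. The 5 gene lists were proliferation (16 genes), astrocyte (15), reactive astrocyte (15), NF-κB (26) and NRF2 (14), with 16, 11, 11, 16 and 11 gene-end peaks. The proliferation list holds Mki67 and Ccnb1, which the study named. The astrocyte list holds Gfap, Gja1, Gpld1, Clcf1 and Slc14a1 of the named genes, the reactive astrocyte list holds Timp1, Lcn2, Icam1, Ptx3, Sbno2, Cxcl10, Cd109 and Osmr, and the NF-κB list holds Nfkbia, Nfkb2, Icam1 and Cxcl10. The NF-κB and reactive astrocyte lists share Icam1 and Cxcl10. Lists were tested with fry (limma), adjusted over 15 tests, and camera with its preset correlation was an alternative. The gene-end offset of a library was compared between groups with two-sided exact permutation tests, also after matching on mean value in 50 bins of abundance. Principal components used log2(value + 1) of the 1000 most variable peaks. Changes against shared NSP libraries were compared with 20 simulated draws of unchanged groups.

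Alternatives covered the scaling (total reads in peaks, loess offsets per library, RLE and TMM), the tool (edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 on the recovered reads), the filter, the sex chromosomes, stretches of chromosome that coincide with an assembly patch, a pseudocount of 5, the libraries in the fit, a replicate block and the removal of each library in turn. On the recovered reads, edgeR with TMM called 22561 peaks higher and 20131 lower at 24 h against NSPs, 6366 and 3597 with TNF at 24 h, and 5199 and 5419 with TNF at 72 h.

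The tests were checked on simulated counts for 88919 peaks with the real means and library sizes and a dispersion of 0.05. A first simulation held only 2-fold changes, of which few were recovered, and 4-fold changes were then added. With 100 peaks changed at each fold, limma-trend on all 19 libraries recovered 19 of the 2-fold and 99 of the 4-fold changes, with 10 calls among 88719 unchanged peaks. DESeq2 recovered 20 and 98 with 26 such calls, and edgeR 21 and 98 with 9. A simulated shift of -0.4 in gene-end offset was recovered as -0.39. Fry gave a p of 5.4e-09 for a raised list and 0.282 for an unchanged list.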

Results

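Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters, so that open regions collect more reads. The cells were mouse neural stem and progenitor cells (NSPs), taken at embryonic day 14 and grown as floating neurospheres, and the same cells made to differentiate towards astrocytes in serum. The differentiating cells were kept with or without tumor necrosis factor (TNF), an inflammatory cytokine, at 50 ng/ml. The 19 libraries formed 6 groups. There were 3 libraries of NSPs, 3 at 24 h, 3 at 24 h with TNF, 3 at 72 h, 3 at 72 h with TNF and 4 after 1 week of differentiation without TNF. The table gave a normalised read count for 90154 peaks in every library. All values were whole multiples of the worth of 1 read, which gave the reads behind each value.

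The reads in peaks ranged from 28636739 to 39349111 in the NSP libraries. They ranged from 11758938 to 15083087 at 24 h, from 15764739 to 18780028 at 24 h with TNF, from 12239620 to 13137103 at 72 h and from 11337790 to 18353733 at 72 h with TNF. The 1 week libraries had 9640256 to 25165008 reads, and the shallowest was replicate 3. The NSP libraries were thus the deepest of all groups. After a filter on low values, 88919 peaks entered the tests and 1235 did not. Of the peaks tested, 13346 (15.0%) had their centre within 1 kb of an end of a protein-coding gene and are called gene-end peaks here. The other 75573 lay elsewhere. The gene table gives no strand, so a gene-end peak may lie at the start or at the end of a gene.

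Replicates of a group ranked the peaks alike. The Spearman correlation between replicates, taken across peaks, ranged from 0.940 to 0.949 at 24 h, from 0.956 to 0.963 at 24 h with TNF, from 0.954 to 0.955 at 72 h and from 0.956 to 0.966 at 72 h with TNF. It ranged from 0.954 to 0.978 at 1 week. The range was widest in NSPs, from 0.913 to 0.982, because replicate 1 differed from the other NSP libraries. The mean variance of a peak's log2 value within a group was 0.194 in NSPs and between 0.0835 and 0.134 in the other groups.

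The libraries were first compared by principal components of the 1000 most variable peaks. The first component held 80.4% of the variance and placed the groups in the order of differentiation time, from NSPs to 1 week. The second held 13%. The third held 3.29% and separated the TNF-treated libraries from the untreated libraries of the same time. With all 88919 peaks in place of the 1000, the share of the first component was 55.2%, the largest change among the settings tried. The library names of the 72 h and 1 week samples carry a tag that the names of the NSP and 24 h samples lack. At 212 peaks, each of the 10 tagged libraries had 3 reads or fewer and each of the 9 untagged libraries 20 or more. All 212 were among the 1000 most variable peaks and were called lower at 72 h, with and without TNF, and at 1 week against NSPs. Without the stretches of chromosome that hold most of them, the first component held 81.5% and the order of the groups along it was the same. The gap between 24 h and 72 h narrowed, however. With these stretches the scores ran from -48.9 to -43.1 at 24 h and from 46.6 to 47.9 at 72 h. Without them they ran from -19.1 to -9.43 and from 20.6 to 23.1. The tag, with any difference in sequencing or processing that goes with it, cannot be told apart from the group in the comparisons of 72 h or 1 week with NSPs. The comparison of 24 h with NSPs, those of TNF with no TNF at each time, and that of 1 week with 72 h lay within a tag.

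**Figure D1:**
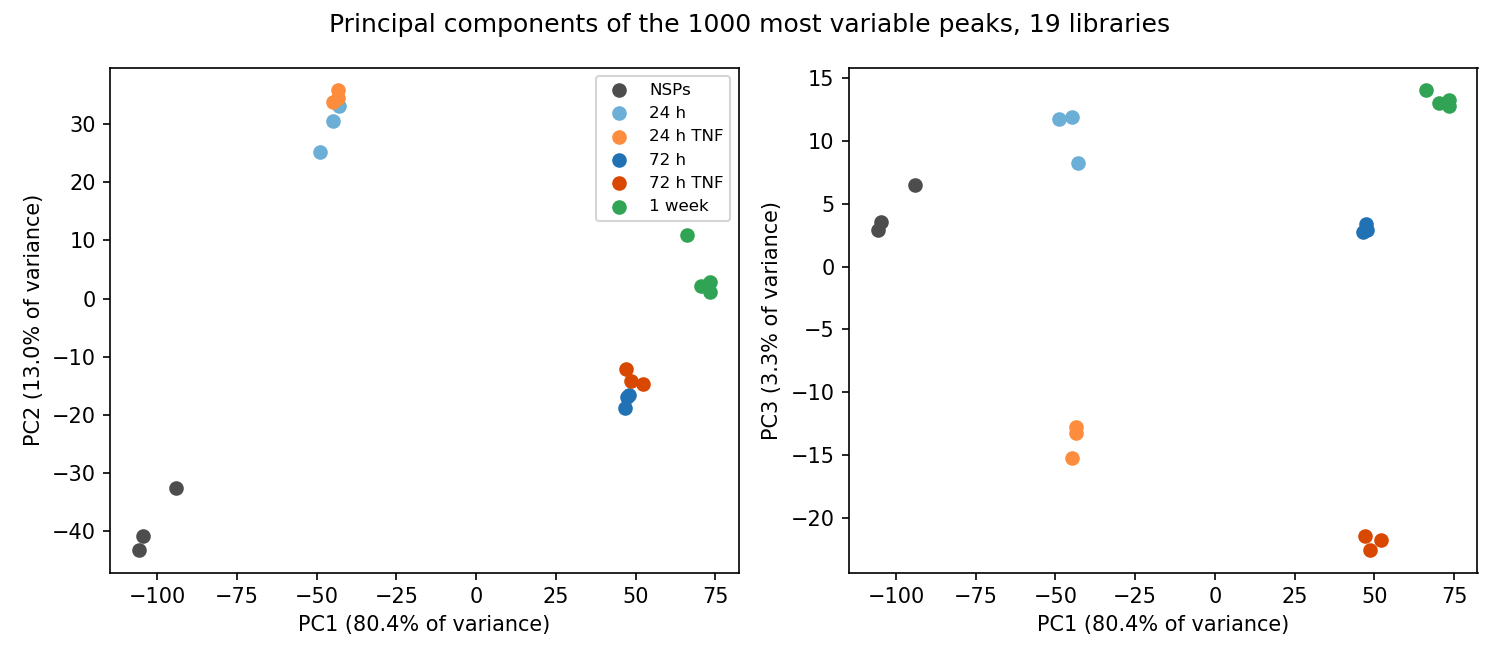
Principal components of the 1000 most variable peaks, with the first component on the x axis of both panels, the second or the third on the y axis, and a point per library (19 libraries, coloured by group). The first component (80.4% of variance) orders the groups by time and the third (3.29%) parts TNF-treated from untreated libraries at 24 h and at 72 h.

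Which regions opened or closed as NSPs began to differentiate was asked by setting each later group against NSPs. Unless stated otherwise, calls are peaks with a Benjamini-Hochberg adjusted p-value under 0.05 in limma-trend, fitted to all 19 libraries. At 24 h, 21492 peaks were more accessible than in NSPs and 20490 were less accessible. Scaling each library by its total reads moved this split most, from 51.2% to 67.9% of calls in the higher direction, with 26112 peaks higher and 12367 lower. That scaling also moved the median log2 change of all peaks from -0.07 to 0.11. At 24 h with TNF, 23520 peaks were higher and 22693 lower than in NSPs. At 72 h the counts were 25196 higher and 27509 lower, and at 72 h with TNF 25846 higher and 27503 lower. At 1 week, 29967 peaks were higher and 29870 lower. Total-read scaling moved the share of higher calls from 50.9% to 66.8% at 24 h with TNF. The share moved from 47.8% to 63.8% at 72 h and from 48.4% to 59.9% at 72 h with TNF. At 1 week it moved the other way, from 50.1% to 46.4%.

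The peaks with the smallest p-values in the 24 h comparison had libraries of both groups that did not overlap. On chromosome 18, the peak from 27928142 to 27928642 lay in no gene of the table, 2173872 bp from the nearest gene end, that of Celf4. This peak rose from 9.77 ± 3.01 in NSPs to 346 ± 15.4 at 24 h (normalised reads, SD, n = 3 each). Its log2 fold change was 5.05 with a standard error of 0.16 (limma-trend adjusted p 2.1e-19). A peak on chromosome 13 from 79767620 to 79768120, nearest to Arrdc3 but 1115514 bp from it, rose by a log2 fold change of 5.12. A peak on chromosome 8 from 61573473 to 61573973, within Palld, rose by 4.32. The decreases with the smallest p-values were on chromosome 18 from 81051959 to 81052459, nearest to Sall3, where the value went from 2090 ± 391 to 383 ± 56.3 (log2 fold change -2.44 ± 0.13 SE, limma-trend adjusted p 7.1e-15), on chromosome 7 from 117462471 to 117462971 within Xylt1 (log2 fold change -2.51) and on chromosome 11 from 77786114 to 77786614 within Myo18a and Gm10277 (log2 fold change -2.34).

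The changes were not spread evenly over the genome. At 24 h, 837 gene-end peaks were higher and 5245 lower than in NSPs, against 20655 higher and 15245 lower elsewhere. The median log2 change was -0.28 at gene-end peaks and 0.01 elsewhere. At 72 h the counts were 1284 higher and 7168 lower at gene ends, against 23912 higher and 20341 lower elsewhere. The size of this skew depended on the scaling. With total-read scaling, 1326 gene-end peaks were higher and 2325 lower at 24 h, while elsewhere 24786 were higher and 10042 lower. With a loess correction for peak height in each library, 1222 gene-end peaks were higher and 2967 lower at 24 h. At 72 h, 2319 were higher and 4453 lower with total-read scaling and 2031 higher and 4956 lower with the loess correction. At 1 week against NSPs, 3533 gene-end peaks were higher and 3688 lower, and elsewhere 26434 were higher and 26182 lower. This balance at gene ends also depended on the scaling, with 3018 higher and 4330 lower after total-read scaling and 2757 higher and 4757 lower after the loess correction.

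**Figure D2:**
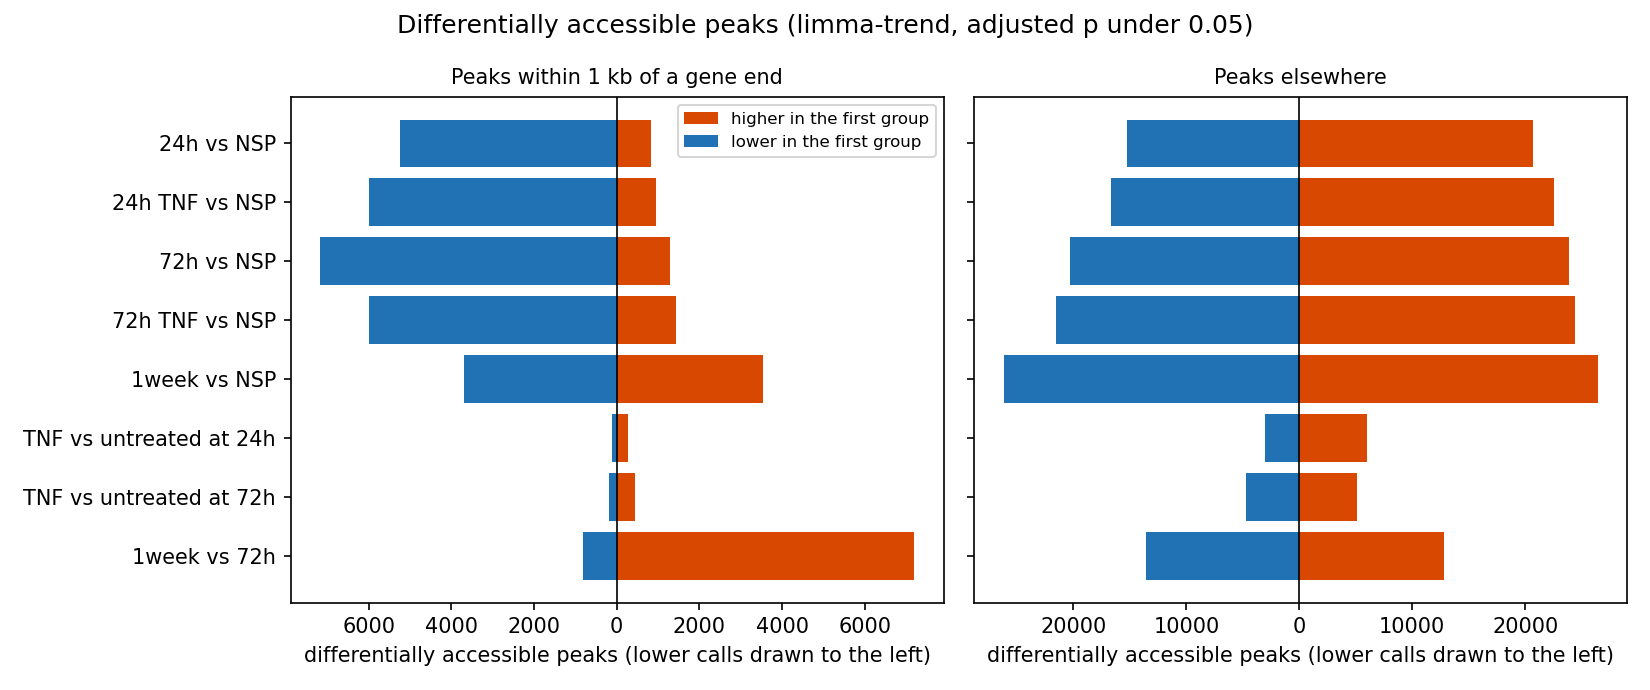
Differentially accessible peaks in the 8 comparisons between groups (x axis, number of peaks, with lower calls drawn to the left of 0), split into peaks within 1 kb of a gene end and peaks elsewhere. At 24 h, 5245 gene-end peaks were lower than in NSPs and 837 higher, while elsewhere 15245 were lower and 20655 higher.

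The skew was also measured once per library, as the mean log2 value at gene-end peaks minus that at peaks elsewhere. This offset was 2.11 ± 0.07 in NSPs (SD, n = 3), 1.72 ± 0.10 at 24 h (n = 3), 1.68 ± 0.04 at 24 h with TNF (n = 3), 1.61 ± 0.05 at 72 h (n = 3), 1.70 ± 0.05 at 72 h with TNF (n = 3) and 1.95 ± 0.01 at 1 week (n = 4). The 24 h and 72 h libraries lay below every NSP library, with mean differences of -0.39 and -0.51. Both gave a two-sided exact permutation p of 0.1 (0.12 after Benjamini-Hochberg adjustment over 6 comparisons), which is the smallest that 3 against 3 libraries allow. The 1 week libraries lay below the NSPs, with a mean difference of -0.16, and above the 72 h libraries, with 0.35, each with an exact permutation p of 0.0286 (adjusted 0.0857), the smallest that 4 against 3 allow. TNF changed the offset by -0.04 at 24 h (exact permutation p 0.6) and by 0.10 at 72 h (exact permutation p 0.1). When each gene-end peak was set against peaks elsewhere of the same mean value, the difference from NSPs was -0.29 at 24 h, -0.40 at 72 h and -0.34 at 1 week. The difference between 1 week and 72 h then shrank to 0.07 (exact permutation p 0.0857), and it was 0.00374 with loess offsets.

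**Figure D3:**
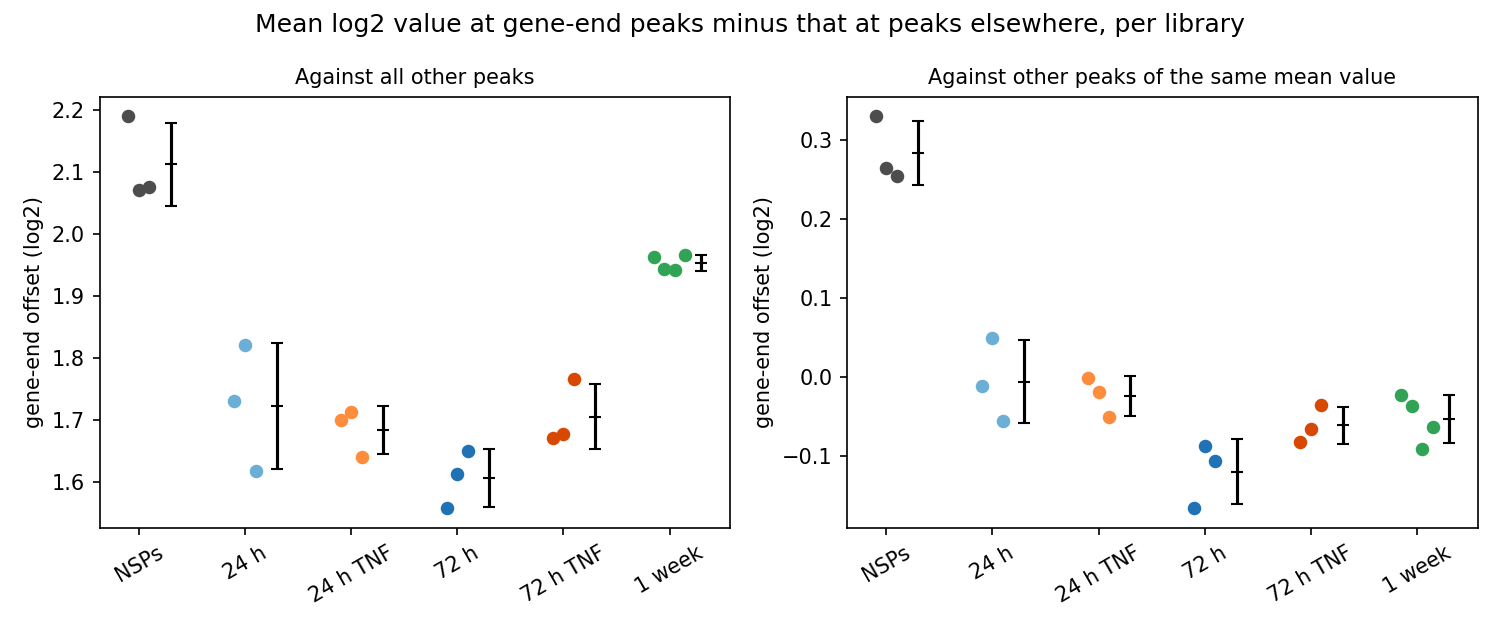
Gene-end offset of each library (y axis, log2), against all other peaks in one panel and against other peaks of the same mean value in the other, with points for the 19 libraries and bars for the mean and SD of each group. Against all other peaks the NSP mean was 2.11 and the 24 h mean 1.72, and against peaks of the same mean value they were 0.28 and -0.01.

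Whether TNF altered the regions that changed with differentiation was examined by the overlap of the calls against NSPs. At 24 h, 17745 peaks were higher than in NSPs with and without TNF, and 16275 were lower in both. A further 3727 were called higher only without TNF and 5606 only with TNF, and 4046 and 6398 were called lower only without and only with TNF. The direction was opposite at 20 peaks that were higher without and lower with TNF and at 169 the other way. At 72 h, 21068 peaks were higher and 22423 lower in both. Both comparisons use the same NSP libraries, which makes their changes alike without any effect. In 20 simulated draws of unchanged groups against shared controls, 66.7% of peaks had the same sign and the fold changes correlated at r = 0.50 across peaks, with no peak called. The observed values were 85.6% and r = 0.88 at 24 h and 88.0% and r = 0.92 at 72 h. Peaks are not independent replicates, so these correlations carry no p-value. At gene ends, 656 peaks were higher and 4566 lower at 24 h in both comparisons. Another 181 were higher and 673 lower only without TNF, and 291 higher and 1432 lower only with TNF. At 72 h, 1043 gene-end peaks were higher and 5603 lower in both comparisons. A further 239 were higher and 1560 lower only without TNF, and 386 higher and 374 lower only with TNF. A call in only one of the comparisons does not show a difference between them, which the direct comparison of TNF with no TNF tests.

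In that direct comparison, 6274 peaks were more accessible and 3136 less accessible with TNF at 24 h. Among settings without a replicate block or the removal of a single library, a fit of only the compared groups moved the TNF counts most. It gave 8467 higher and 5750 lower peaks at 24 h. Leaving out a library gave as few as 3860 higher and 1525 lower peaks at 24 h. At 72 h, 5551 peaks were higher and 4932 lower with TNF. The share of higher calls was 53.0% at 72 h and 39.0% with total-read scaling, so the predominant direction at 72 h depended on the scaling. At 24 h it was 66.7% and 67.3%. At gene ends, 263 peaks were higher and 114 lower with TNF at 24 h, and 439 were higher and 194 lower at 72 h. The size of this skew at 72 h also depended on the processing, with 291 higher and 258 lower after total-read scaling and 844 higher and 302 lower in a fit of only the compared groups.

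The increase with the smallest p-value in the TNF comparison at 24 h was a peak on chromosome 3 from 83862823 to 83863323, in no gene and nearest to Tlr2. It rose from 129 ± 5.18 to 774 ± 42.3 normalised reads (SD, n = 3 each), a log2 fold change of 2.58 ± 0.14 (SE, limma-trend adjusted p 1.1e-12). Peaks on chromosome 12 from 79600249 to 79600749 within Rad51b and on chromosome 15 from 94442922 to 94443422, nearest to Adamts20, rose by log2 fold changes of 2.97 and 3.16. The last of these had the smallest p-value among the increases at 72 h, where its log2 fold change was 3.44. A larger change at 72 h, with a higher p-value, was that of a peak on chromosome 16 from 3723209 to 3723709, nearest to Mefv, which rose from 8.81 ± 4.52 to 392 ± 39.7 (log2 fold change 5.41 ± 0.32 SE, limma-trend adjusted p 9.3e-12), and a peak on chromosome 9 from 63706281 to 63706781 within Smad3 rose by 2.21. Among decreases at 24 h, a peak on chromosome 2 from 90868253 to 90868753, nearest to Mtch2, had a log2 fold change of -1.86, a peak on chromosome 12 from 8365371 to 8365871, nearest to Hs1bp3, -1.22 and a peak on chromosome 14 from 79244533 to 79245033 within Zfp957, -1.65. At 72 h, a peak on chromosome 10 from 83941970 to 83942470 fell with a log2 fold change of -1.60, a peak on chromosome 4 from 46710033 to 46710533 within Gabbr2 with -2.94 and a peak on chromosome 1 from 73004787 to 73005287, nearest to Tnp1, with -1.65.

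Whether the same regions responded to TNF at both times was examined across peaks, with comparisons that share no library. The log2 fold changes correlated with a Pearson r of 0.65 and a Spearman rho of 0.55 over all 88919 peaks, and with 0.82 and 0.80 over the 14992 peaks called at either time, of which 93.9% had the same sign. With only peaks of at least 50 reads on average, Pearson's r was 0.69. Of the 6274 peaks higher with TNF at 24 h, 96.0% were also higher at 72 h, with a median log2 fold change of 1.04 at 24 h and 0.69 at 72 h. For the 5551 peaks higher with TNF at 72 h, the medians were 0.76 at 24 h and 0.90 at 72 h. Peaks chosen by their change at a time have that change overstated, so neither pair of medians shows a change of the effect with time. Of the 3136 lower peaks, 95.4% were also lower at 72 h. The calls themselves were shared less often, with 3246 peaks higher and 1652 lower at both times. A further 3025 were called higher only at 24 h and 2305 only at 72 h, and 1484 were called lower only at 24 h and 3277 only at 72 h. When the difference between the TNF effects was tested directly as an interaction, 0 peaks had a larger and 1 had a smaller TNF effect at 72 h than at 24 h past the adjusted threshold. At an unadjusted p under 0.05 there were 3191 and 3484.

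The continued differentiation of untreated cells was examined from 72 h to 1 week, where 20035 peaks were higher and 14383 lower at 1 week. This was the comparison whose balance moved most with the scaling. Higher calls made up 58.2% with the deposited scaling, 47.2% with edgeR and TMM normalisation, and 21.0% with total-read scaling, which gave 7965 higher and 30033 lower peaks and moved the median change of all peaks from 0.02 to -0.31. At gene ends, 7202 peaks were higher and 816 lower at 1 week. With loess offsets these counts were 1290 and 862, and with total-read scaling 2790 and 2135.

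Gene lists fixed in advance were tested through their gene-end peaks with fry, over 15 tests. Each list but that of NRF2 targets holds genes the study named from the same culture conditions. These members are not independent evidence. The proliferation list (16 genes, all with a peak) had a median log2 change of -0.53 at 24 h against NSPs, and 14 of its 16 peaks were called lower (fry adjusted p 2.4e-08). The decrease also exceeded that of other gene-end peaks in camera (adjusted p 0.000178). The list of NRF2 target genes had a median of -0.38 (fry adjusted p 0.000444), and that of NF-κB genes -0.26 (fry adjusted p 0.00698), but neither passed camera among gene-end peaks (adjusted p 0.243 and 0.914). The reactive astrocyte list had a median of 0.20 (fry adjusted p 0.0173), which passed camera among gene-end peaks (adjusted p 0.00391) but not camera among all peaks (adjusted p 0.601). The fry call was lost without NSP replicate 3 (median 0.16, adjusted p 0.0652). The astrocyte list went both ways, with 2 of 11 peaks called higher and 7 lower (median -0.39, fry adjusted p 0.742).

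With TNF, the reactive astrocyte list rose at both times, by a median log2 change of 0.58 at 24 h (fry adjusted p 1.4e-05, 9 of 11 peaks higher) and 0.53 at 72 h (fry adjusted p 5.1e-06, 10 of 11 peaks higher). The NF-κB list rose by 0.24 at 24 h (fry adjusted p 0.000663, 14 of 16 peaks higher) and by 0.44 at 72 h (fry adjusted p 3.8e-06, 16 of 16 peaks higher). These counts of peaks are by the sign of the change. Of the reactive astrocyte peaks, 5 were called higher at 24 h, and 5 higher and 1 lower at 72 h. Of the NF-κB peaks, 3 were called higher at 24 h and 10 at 72 h. The called peaks at 24 h include Lcn2, Cxcl10 and Osmr in the first list and Nfkbia and Cxcl10 in the second. The study had named these genes for raised expression or accessibility with TNF, and the lists were not tested without them. The 4 list results also passed both camera tests. At 24 h with TNF, the proliferation (median -0.06, fry adjusted p 0.196), astrocyte (-0.30, 0.187) and NRF2 lists (-0.02, 0.742) did not pass. At 72 h they passed fry with medians of 0.16 (adjusted p 0.0168), -0.14 (0.0193) and 0.24 (0.0177). The astrocyte list includes the Clcf1 peak, one of the 212 described above. Without it, the median of this list was -0.33 at 24 h with TNF, which passed (fry adjusted p 0.0199), and -0.19 at 72 h (fry adjusted p 0.0161). The proliferation and NRF2 results at 72 h did not pass camera among all peaks (adjusted p 0.0901 and 0.0574), and the median of all gene-end peaks was 0.12 higher with TNF at 72 h.

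Of 22 genes the study named, 17 had a gene-end peak, and Sbno2, Icam1, Ptx3, Slc14a1 and Nfkb2 had none. At 24 h against NSPs, 3 of the 17 were called higher and 7 lower, and the counts adjusted over the list alone were also 3 and 7. The study named these genes from measurements of the same culture conditions, so the counts adjusted over the list alone are not independent evidence. The Gfap peak (chromosome 11, 102897110 to 102897610) rose from 108 ± 68.1 to 489 ± 29.4 normalised reads (SD, n = 3 each), with a log2 fold change of 2.35 ± 0.22 (SE, limma-trend adjusted p 6.4e-10). The wide NSP spread came from replicate 1, at 186, and without that library the log2 fold change was 2.82. The Mki67 peak fell by a log2 fold change of -0.97 (limma-trend adjusted p 1.8e-07). Clcf1 and Lcn2 were the other genes called higher, and Ccnb1, Egr1, Gpld1, Nfe2l2, Stat3 and Smad3 were the others called lower. Of the lower ones, Gpld1, Nfe2l2 and Smad3 had log2 changes from -0.41 to -0.29 and each lost its call under 3 of 5 other settings. The Gpld1 peak overlapped both Aldh5a1 and Gpld1, with its centre 14 bp from an end of Aldh5a1 and 110 bp from one of Gpld1. Its decrease cannot be assigned to either gene. The study, in contrast, listed Gpld1 among astrocytic markers with raised accessibility at 24 h.

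With TNF at 24 h, 5 of the 17 peaks were higher and 0 lower (5 and 0 adjusted over the list alone). At an unadjusted p under 0.05 there were 6 higher, with Cebpb added, and 1 lower, Gja1. The Cxcl10 peak (chromosome 5, 92348735 to 92349235) rose from 38.2 ± 2.51 to 141 ± 30.4 normalised reads (SD, n = 3 each, log2 fold change 1.83, limma-trend adjusted p 1.5e-06), and the Nfkbia peak (chromosome 12, 55492227 to 55492727) from 675 ± 72.7 to 955 ± 84.6 (log2 fold change 0.50, limma-trend adjusted p 0.00192). Clcf1 (1.05), Lcn2 (1.46) and Osmr (0.58) had limma-trend adjusted p-values from 0.0224 to 0.0413, and leaving out a library removed the call in 6, 4 and 5 of 6 fits, respectively. The Clcf1 peak rose from 535 ± 46.3 to 1105 ± 64.5 normalised reads (SD, n = 3 each) and kept its call under 5 other settings with all libraries (adjusted p 1.7e-12 to 0.0213). It had 3 reads or fewer in every library of 72 h, 72 h with TNF and 1 week, all of which carry the library tag, so it could not be tested there and is left out of the counts that follow. At 72 h, 3 of the other 16 peaks were higher and 1 lower, and adjusted over the list alone 6 were higher and 1 lower. Cxcl10 rose from 77.8 ± 26.5 to 329 ± 21.8 (log2 fold change 2.12, limma-trend adjusted p 1.4e-07), Nfkbia from 513 ± 32.4 to 912 ± 68.2 (0.83, limma-trend adjusted p 3.9e-06) and Lcn2 by 1.53. The Gfap peak fell with TNF at 72 h, from 529 ± 31.6 to 246 ± 9.58 (log2 fold change -1.10 ± 0.22 SE, limma-trend adjusted p 0.00106). At 24 h its change with TNF was -0.42 and did not pass (limma-trend adjusted p 0.269). The difference between the TNF effects on Gfap, -0.68, had an unadjusted p of 0.0371 in limma-trend and 0.207 adjusted over the list alone, so the effects were not shown to differ. None of the 16 genes that could be tested passed after adjustment over the list alone, and 3 had an unadjusted p under 0.05. Between 72 h and 1 week without TNF, 7 peaks were higher and 3 lower (7 and 4 adjusted over the list alone).

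**Figure D4:**
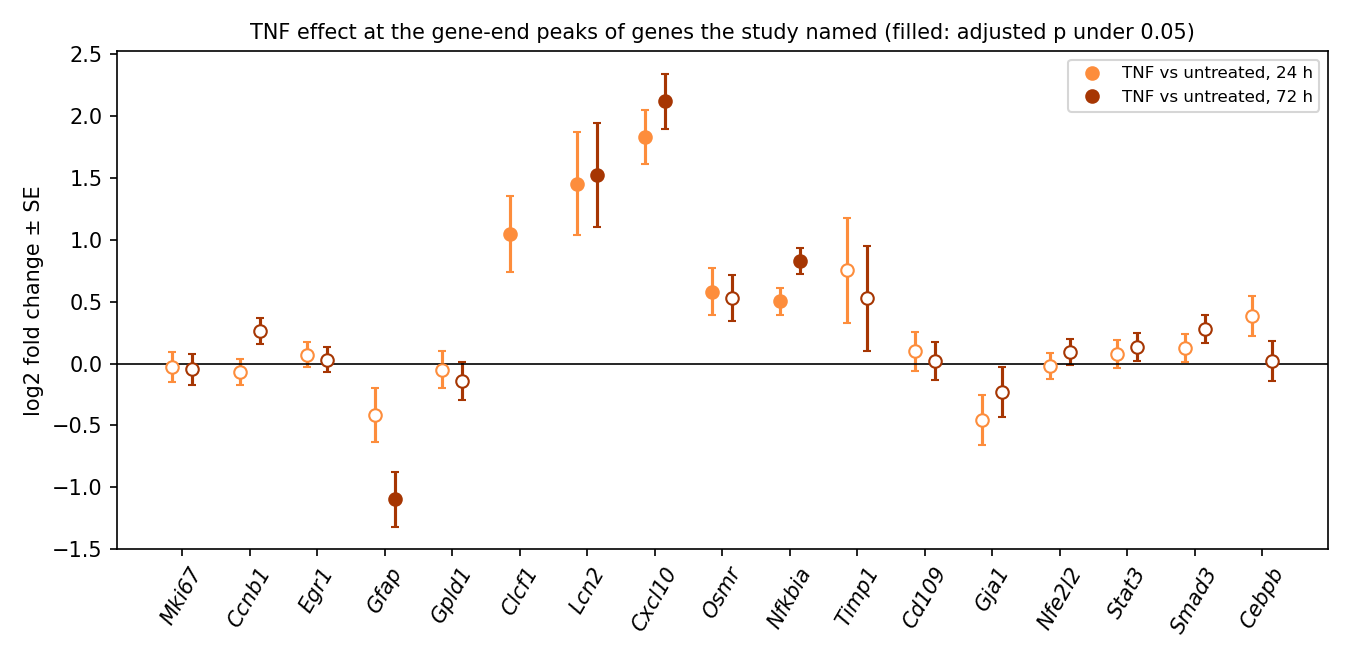
TNF effect at the gene-end peaks of 17 genes the study named (y axis, log2 fold change of TNF against untreated libraries, bars showing the standard error), at 24 h and at 72 h, with filled points for an adjusted p under 0.05. Clcf1 is not drawn at 72 h, where every library had 3 reads or fewer. Cxcl10 rose by 1.83 at 24 h and 2.12 at 72 h, and Gfap fell with a log2 fold change of -1.10 at 72 h.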

Values the study reported

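For promoter peaks, the study counted 545 with raised and 9081 with reduced accessibility at 24 h relative to undifferentiated NSPs, whether or not TNF was present. Under control conditions alone it counted a further 102 raised and 960 reduced peaks at 24 h. With TNF alone it counted 297 raised and 385 reduced peaks.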

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

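The tests of whole lists for a difference between TNF effects, and the tests of a shift common to gene-end peaks, were chosen only after the results of the lists had been seen.

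A peak on chromosome 2 from 172756448 to 172756948 lay in no gene and nearest to Bmp7. In the main limma-trend fit it was the only peak whose TNF effect differed between 72 h and 24 h past the adjusted threshold. Some other limma-trend settings called more such peaks, such as 8 with total-read scaling and 7 with loess offsets. A fit of only the groups compared called 26 with a larger and 162 with a smaller effect at 72 h. The replicate block gave 168 and 336, and the block with loess offsets 85 and 381. The chromosome 2 peak was singled out after its values were seen. The difference between the effects was -1.54 (log2, SE 0.20, limma-trend adjusted p 0.00218). TNF raised the peak at 24 h, from a mean of 121 to 239 normalised reads (log2 fold change 0.97, limma-trend adjusted p 3.0e-05), and lowered it at 72 h, from 205 to 138 (-0.57, limma-trend adjusted p 0.00842). All 3 TNF libraries lay above the untreated ones at 24 h and all 3 lay below at 72 h. The difference stayed between -1.63 and -1.54 under 5 other settings (adjusted p 2.2e-07 to 0.00344) and between -1.59 and -1.46 in the 12 fits that each left out a library (adjusted p 0.00646 to 0.0253). An effect of the library tag that adds on the log scale would cancel in this difference. Of 100 drawn regroupings of the TNF labels within each time, 9 gave 1 or more such peaks, the real grouping included. The other 8 were among 14 that kept or exchanged all labels at 1 of the times, which leaves the TNF effect of that time in the contrast, with up to 2768 peaks. None of the 85 that mixed the labels at both times gave such a peak, but mixing adds the TNF effect to the spread within groups. Neither share is therefore a rate of chance, and the regroupings do not decide whether chance grouped the libraries so. A dependence of the response on differentiation time at this peak may be the reason, and it was not tested apart from the interaction itself.

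The NF-κB list had a larger TNF effect at 72 h than at 24 h, with a median difference of 0.29 (15 of 16 peaks higher, fry adjusted p 0.0365 over 5 lists). The proliferation list also differed, with a median difference of 0.19 (14 of 16 peaks higher, fry adjusted p 0.0342). Neither median was larger under 5 other settings, and 2 of these settings kept the call of each list. With loess offsets the medians were 0.21 (adjusted p 0.115) and 0.08 (adjusted p 0.157), and over the 5 other settings the adjusted p ranged from 0.000514 to 0.115 for NF-κB and from 0.00202 to 0.157 for proliferation. Of the 12 fits that each left out a library, 8 lost the NF-κB call and 6 the proliferation call, with medians from 0.23 to 0.32 and from 0.13 to 0.26. The lowest medians came without 72 h replicate 1. All gene-end peaks together moved by a median of 0.15 in the same direction, so a common shift may account for part of both results. After each library was centred on its gene-end peaks, fry still gave an adjusted p of 0.0338 for each list, with medians of 0.19 and 0.09. Camera among gene-end peaks gave 0.0563 for NF-κB and 0.155 for proliferation. The common shift and a response of these lists of their own cannot be told apart, because the tests differ on the side of the threshold. Of the other lists, reactive astrocyte (median difference -0.01, fry adjusted p 0.506) and NRF2 (0.19, 0.182) did not pass. The astrocyte list (-0.09, fry adjusted p 0.354) passed only camera among gene-end peaks (adjusted p 0.0220).

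The Cxcl10 peak in the 1 week group had a library far from the others. Its values were 81.4 normalised reads in replicate 3 and 102 to 104 in the other libraries, and the gap made up 0.914 of the group's range, above Dixon's 95% critical value. This was the only one of 24 values tested in this group to pass, and chance gives about 1 among 24. Replicate 3 was the shallowest library, with 9640256 reads. Among all peaks, 5262 (5.92%) had such a gap, and replicate 3 was the outlying library at 51.0% of them, against an even share of 25%. That suggests a library with more noise or a general departure rather than a change of Cxcl10, and it came from a test that could have come out the other way. No biological explanation was tested, since the design gives no difference between replicates.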

How the results depend on the processing

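The pseudocount of 5, edgeR with TMM, camera among gene-end peaks, the removal of stretches that coincide with a patch and the settings of the gene-end offset were added after seeing the data, and all other alternatives were planned. Motif tests and their alternatives were not run, as no genome sequence was used. Across all results that answer a comparison, 633 values under other settings or without a library held. A tested list held when its direction and its side of the threshold stayed, a count when it stayed within 1.5 times, and any other value when it moved by less than the spread between replicates. Another 55 moved further, 22 were weaker, 3 stronger and 8 reversed in direction. For the changed values below, the cause was not tested unless one is given.

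The counts of all peaks called against NSPs stayed within 1.5 times under the alternatives without a replicate block except for the lower calls at 24 h. These fell to 12367 with total-read scaling, to 13939 at 24 h with TNF, and to 9191 for peaks lower in both. Total-read scaling gave 7965 higher and 30033 lower peaks at 1 week against 72 h, and 8 peaks with a lower interaction. By its construction it moved the median change of all peaks, from -0.08 to 0.12 at 24 h with TNF, from -0.06 to 0.21 at 72 h and from -0.05 to 0.14 at 72 h with TNF, all against NSPs. Loess offsets gave 11619 higher peaks at 1 week against 72 h and 7 with a lower interaction. They shared 50.7% of the main calls of that comparison, and 143 peaks were called in opposite directions. A fit of only the groups compared gave 5750 lower peaks with TNF at 24 h, 8739 higher and 7686 lower at 72 h, and an interaction at 26 and 162 peaks. DESeq2 gave 18 and 67 interaction peaks, with 22428 peaks left without an adjusted p, and a pseudocount of 5 gave 1 and 3. At least 93.5% of the calls at 24 h against NSPs, with TNF at each time and at 1 week against 72 h were also made by DESeq2 in the same direction. With edgeR and TMM, 87.2% were shared at 1 week against 72 h and 93.7% to 96.6% in the other 3.

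Replicate numbers recur between groups, but the deviations of same-numbered libraries were at most weakly correlated across peaks. The correlation of their deviations from the group means ranged from -0.03 to 0.11 over 24 pairs, with 1 over 0.1. These values give little sign of a pairing by the numbers in the titles. Pairs with unlike numbers were not set beside them, so a shared culture or preparation is not excluded. Pairs by the numbers in the descriptions were not correlated in this way. With the replicate block, 6801 peaks were lower with TNF at 24 h, 9773 were higher and 7925 lower at 72 h, and the interaction had 168 and 336 peaks. With the block and loess offsets, 13021 peaks were lower at 24 h against NSPs, 7050 lower with TNF at 24 h, 7448 lower at 72 h, and the interaction had 85 and 381. These fits hold only the groups compared. That alone raised the TNF counts to 5750 lower at 24 h and to 8739 higher and 7686 lower at 72 h. The block without loess offsets raised these counts further. At 72 h the numbers in titles and descriptions differ, and a block on the latter gave 6842 higher and 5631 lower peaks. No other count over all peaks moved by over 1.5 times under the block.

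The counts at gene ends moved further, and they were not computed without each library. At 24 h against NSPs, the 5245 lower peaks became 2325 with total-read scaling, 2967 with loess offsets, 2948 with only the groups compared, 2807 with the block and 1577 with the block and loess offsets, and the 837 higher peaks became 1326 with total-read scaling. At 72 h against NSPs, the 1284 higher and 7168 lower peaks became 2319 and 4453 with total-read scaling, the higher ones 2031 with loess offsets, and the lower ones 3676 with the block and loess offsets. At 1 week against NSPs, the 3533 higher peaks became 2007 with the block and loess offsets. At 1 week against 72 h, the 7202 higher and 816 lower peaks became 2790 and 2135 with total-read scaling, and the higher ones 1290 with loess offsets and 1725 with the block and loess offsets. With TNF at 24 h, the 263 higher and 114 lower peaks became 459 and 327 with the block and 473 and 344 with the block and loess offsets, and the lower ones 220 with only the groups compared. With TNF at 72 h, the 439 higher and 194 lower peaks became 844 and 302 with only the groups compared and 1480 and 316 with the block. The higher ones became 291 with total-read scaling and the lower ones 317 with the block and loess offsets.

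Among lists at 24 h against NSPs, the NF-κB list lost its call under camera (median -0.26, adjusted p 0.0771), total-read scaling (-0.068, 0.518), loess offsets (-0.083, 0.391) and camera among gene-end peaks (-0.26, 0.914). The NRF2 list lost it under camera among gene-end peaks (-0.38, 0.243) and the reactive astrocyte list under camera (0.20, 0.601). The astrocyte list reversed direction with total-read scaling (-0.20, fry adjusted p 0.0343), loess offsets (-0.25, 0.299), peaks within 5 kb (-0.39, 0.567) and camera among gene-end peaks (-0.39, 0.334), where the direction of the test was upwards although the median stayed negative. Only the first of these passed, so the list has no settled direction at 24 h. Over its 6 settings the adjusted p ranged from 0.0343 to 0.567. With TNF at 24 h, the astrocyte list passed camera among gene-end peaks (-0.30, 0.0446) and passed without the stretches that coincide with a patch (-0.33, 0.0199), where the Clcf1 peak lies. Over its 6 settings the adjusted p ranged from 0.0199 to 0.567. With TNF at 72 h, the proliferation list lost its call under camera (0.16, 0.0901), total-read scaling (0.083, 0.126), loess offsets (0.077, 0.255) and camera among gene-end peaks (0.16, 0.427). The NRF2 list lost it under camera (0.24, 0.0574), total-read scaling (0.16, 0.0664) and camera among gene-end peaks (0.24, 0.20), and the astrocyte list with peaks within 5 kb (-0.14, 0.101). The reactive astrocyte and NF-κB lists kept their TNF calls under all 6 settings at both times.

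The correlation of the TNF effects was 0.69 with peaks of at least 50 reads, and the first component held 55.2% of the variance over all peaks. The gene-end offset of 24 h against NSPs was -0.28 with gene ends within 5 kb, -0.29 against peaks of matched value and -0.28 with loess offsets. Under the same settings it was -0.33, -0.40 and -0.37 at 72 h against NSPs, -0.10, -0.34 and -0.36 at 1 week against NSPs, and 0.23, 0.067 and 0.00374 at 1 week against 72 h, where gene ends within 500 bp gave 0.39. With TNF at 72 h it was 0.033 with loess offsets. In the 5 comparisons named here it kept its sign under these settings.

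Over the fits that each left out a library, peaks higher with TNF ranged from 3860 (without 24 h TNF replicate 3) to 5629 at 24 h and from 3602 (without 72 h TNF replicate 3) to 4261 at 72 h. Lower peaks ranged from 1525 (without 24 h replicate 1) to 2502 and from 2829 (without 72 h replicate 1) to 3618. Fewer samples lower the power of these fits. The interaction had 0 to 1 higher peaks over 12 fits, with the 1 arising without 72 h replicate 3. List medians at 24 h against NSPs ranged from -0.45 to -0.25 for astrocyte, where the fits without NSP replicate 1 (-0.25, fry adjusted p 0.00843) and without 24 h replicate 3 (-0.33, 0.976) reversed direction, and from 0.16 (without NSP replicate 3, adjusted p 0.0652) to 0.28 for reactive astrocyte. The proliferation list with TNF at 24 h ranged from -0.10 to -0.030 and passed without 24 h replicate 3 (adjusted p 0.0409). The NRF2 list with TNF at 24 h ranged from -0.12 to 0.076, and without 24 h replicate 3 its test pointed downwards (-0.12, adjusted p 0.241) rather than upwards. The gene-end offset of TNF at 24 h ranged from -0.092 to 0.0099, and its sign reversed without 24 h replicate 2 (0.0099). With TNF at 72 h, the range was 0.090 to 0.21 for proliferation, -0.18 to -0.12 for astrocyte and 0.12 to 0.30 for NRF2, and 2, 3 and 2 of 6 fits lost the call. The correlation of TNF effects ranged from 0.60 (without 72 h TNF replicate 1) to 0.64.

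For the 40 named peaks and lists tested singly, 402 of 458 fits kept the call and 56 were weaker, with none stronger or reversed. The peaks chosen by the fixed rule on p-values kept their calls in all fits. Among genes, the losses lay in Gpld1, Nfe2l2, Smad3, Stat3 and Lcn2 at 24 h against NSPs, in Clcf1, Lcn2 and Osmr with TNF at 24 h, and in Lcn2 with TNF at 72 h.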

Other observations

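The tests of the gene-end pattern, of odd read numbers, of TNF against an earlier state and of peaks without reads in tagged libraries were chosen only after the results were seen, and the rescaled shares given for NSP replicate 1 were added after the first shares.

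The counts of calls were set against other splits of the same libraries. For 24 h, 24 h with TNF, 72 h and 72 h with TNF against NSPs, and for TNF at 24 h and at 72 h, 1 of the 10 splits gave as many calls, the real one. With 10 splits the share cannot go below 0.1, so the share itself decides nothing. The other splits gave at most 152 calls at 24 h against NSPs, and at most 2 in each of the other 5. Each of them mixes the compared groups, which adds the change between the groups to the spread within them, so these low counts measure no rate of chance either. In 20 simulated draws of unchanged groups at 24 h no peak was called, and the simulated counts gave 10 calls among 88719 unchanged peaks. Against 9410 to 53349 calls in these 6 comparisons, the simulated values argue against independent noise at unchanged peaks as the source of the counts. Both simulations drew the noise of each peak and library independently. They therefore do not test a shift common to many peaks of a library. For 1 week against NSPs and against 72 h, 1 of the 35 splits gave as many calls, the real one. The largest other counts, 42457 and 14112, came from the splits that set all libraries of the earlier group and a single 1 week library against the rest. For the interaction, 9 of the 100 drawn regroupings gave as many calls as the real one, the real one included. Of these, 0 were among the 85 that mixed the labels at both times.

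Gene-end peaks lost accessibility relative to other peaks between NSPs and 24 h. A trend with peak height in some libraries could give this, because gene-end peaks are high, but the offset difference was still -0.29 against peaks of the same mean value, beyond the spread of the libraries, which argues against height as the whole cause. Sequencing depth was also higher in NSPs. After all libraries were thinned to the depth of the shallowest, the difference was -0.39, which argues against depth. GC content, which is high at many promoters, was not tested. A change of promoter accessibility with differentiation stays open as a hypothesis.

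The higher gene-end signal at 1 week than at 72 h has another standing. Thinning left it at 0.34, which argues against depth, but matching on mean value reduced it to 0.067. This suggests that most of it followed peak height rather than position at a gene end. Whether the height trend arose in the library preparation, such as from a different signal-to-noise ratio, or in the cells remains open.

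NSP replicate 1 stood apart, with Spearman correlations of 0.923 and 0.913 to replicates 2 and 3, which correlated at 0.982. The difference between replicates 1 and 2 correlated with the difference between 24 h and replicate 3 at r = 0.41 across peaks after loess offsets. The same measure without loess was 0.38, so a trend with peak height does not account for it. The difference between replicates 3 and 2, as a control, correlated at -0.03 with the 24 h change. Across peaks these values go with a shift of replicate 1 towards the 24 h state, but not every measure moved that way. The gene-end offset of replicate 1 lay further from 24 h, at 2.19 against 2.07 and 2.08 in replicates 2 and 3. The 24 h mean was 1.72. A mixture with differentiated cells could give a shift towards 24 h, but it would move falling and rising peaks by the same share. Replicate 1 lay 43.5% of the way to 24 h at 8865 falling peaks and 12.9% at 5554 rising peaks. After rescaling by its ratio of 1.15 at 19864 flat peaks, the shares were 63.9% and 7.25%, further apart. For replicate 2 they were 7.10% and -2.00%. These values argue against a plain mixture. A partial loss of the progenitor state before harvest remains an untested hypothesis. Without replicate 1, the counts at 24 h against NSPs were 22425 higher and 21052 lower.

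Low read numbers were mostly odd. All 19 libraries had fewer values of 2 reads than of 3 reads, and 56.1% to 67.8% of values from 2 to 20 were odd. This is consistent with read pairs counted as 2 reads with 1 added to every value. If so, the reads in peaks exceed the number of fragments, and the counting error of low peaks is larger than the recovered reads imply. No biological explanation was tested.

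Whether TNF at 72 h held cells in an earlier state was tested across peaks. If it did, the TNF effect would run against the change of untreated cells from 24 h to 72 h. With no 72 h library used on both sides, the correlation over 88708 peaks was 0.032 on average over the 3 choices of library (0.020 to 0.055), where 0 is the value without any link. Over the 10483 peaks called for TNF at 72 h it was -0.054, and the choice of peaks by the TNF effect biases this value downwards. The change from 24 h to 72 h crosses the library tag. The next 2 changes each lie within a set of libraries with or without the tag. With the change from NSPs to 24 h, the TNF effect at 72 h correlated at -0.081 over all 88919 peaks and at -0.15 over the called peaks. With the change from 72 h to 1 week, the correlation was 0.15 (0.13 to 0.17) over 88708 peaks and 0.33 (0.31 to 0.35) over the called peaks, where the choice of peaks biases it upwards. The negative correlation predicted for the change from 24 h to 72 h was thus not seen over all peaks. The TNF effect ran weakly against the change from NSPs to 24 h, as a delay would. It ran with the change from 72 h to 1 week, as a delay would not. Because these signs differ and the first change crosses the tag, a delay is neither shown nor excluded. The Gfap peak was lower with TNF at 72 h (246 ± 9.58 against 529 ± 31.6 normalised reads, n = 3 each). At 1 week without TNF that peak was also low, at 258 ± 15.0 (n = 4).

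The libraries whose names carry a tag, those of 72 h, 72 h with TNF and 1 week, lacked reads at 212 peaks. All 10 tagged libraries had 3 reads or fewer there and all 9 untagged libraries 20 or more. The opposite was seen at 4 peaks, with 0 of them on a chromosome. Of the 212 peaks, 94.3% lay at the coordinates of an assembly patch whose peaks the table also lists, against 2.56% of the other peaks on chromosomes. This is consistent with an alignment of the tagged libraries to a reference that holds the patches as well, where reads that match both copies are dropped, and of the other libraries to one without. A loss of accessibility between 24 h and 72 h at these peaks was not tested, because the tag follows the group. Without 211 tested peaks in 17 such stretches, the counts against NSPs were 25186 higher and 27255 lower at 72 h, 25826 and 27264 at 72 h with TNF, and 29967 and 29658 at 1 week. Other effects of a difference in processing or sequencing between the tags stay open in these comparisons.

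Some counts differed from those quoted above, which rest on another definition of promoter peaks. The study also called its peaks with DiffBind at p under 0.05, without saying there that p was adjusted. The calls here are at an adjusted p in limma-trend. The threshold alone matters, since 5245 gene-end peaks were lower at 24 h at an adjusted and 6189 at an unadjusted limma-trend p under 0.05. The differences below therefore have no single known source. The gene-end peaks lower at 24 h both with and without TNF were 4566 here. That is lower than the value quoted from the study above. The gene-end peaks higher only without TNF were 181 here. That is higher than the value quoted from the study above. The gene-end peaks lower only with TNF were 1432 here. That is higher than the value quoted from the study above.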
